A study of Schizosaccharomyces pombe with 24 samples. Its data were reported in "Expression profiling of S. pombe acetyltransferase mutants identifies redundant pathways of gene regulation" (2010).

How the data were processed

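Total RNA from asynchronously growing fission yeast (Schizosaccharomyces pombe) was hybridised by the authors to Affymetrix GeneChip Yeast Genome 2.0 arrays, which carry probe sets for the transcripts of this organism. There were 24 arrays, 1 per sample, in 9 groups named by the labels. Wild type, Δgcn5, Δmst2, Δelp3, mst1-ts, Δgcn5 Δmst2 and Δmst2 Δelp3 had 3 arrays each, Δgcn5 Δelp3 had 2, and the triple mutant Δgcn5 Δelp3 Δmst2 had 1. Gcn5, Elp3, Mst2 and Mst1 are histone acetyltransferases, and mst1-ts is a temperature-sensitive allele of the essential gene mst1. The titles of these 3 arrays name mst2 while their source and genotype labels name mst1, so they were taken as mst1-ts. The labels give a growth temperature of 30 °C. The methods of the study give a range of temperatures and an amount of RNA other than that in the labels, and state that the replicates were independent isolates of each strain. The labels give 2 experiment dates, with 14 arrays on the first and 10 on the second. Wild type, Δgcn5, Δmst2 and mst1-ts lay on the first date, every group lacking elp3 lay on the second, and Δgcn5 Δmst2 had 2 arrays on the first and 1 on the second.

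The deposited values are log2 intensities per probe set, which the authors made from the scanned arrays with RMA (background correction, quantile normalization and a summary per probe set). The study tested them with limma. The RMA and limma versions of the authors are not given in the sources used here. The values ran from 4.85 to 15.35, and the array medians from 10.99 to 11.08, which was checked on the values themselves. No value was missing and no pair of arrays was identical.

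Of 5028 probe sets, 29 controls were left out, and 18 further probe sets were left out because another probe set of the same gene had a higher mean over all arrays. The remaining 4981 features were tested, 2899 with a gene symbol and 2082 without one. Before the filters, 2917 probe sets carried 1 symbol, 20 carried several, and 2062 probe sets other than controls carried none. Features without a symbol of their own were tested and counted, and are not named here. Symbols were matched through gene identifiers to the RefSeq annotation of assembly ASM294v3, in which 2914 identifiers were found and 113 symbols were updated. That annotation was used for names and for the order of genes, and none of its coordinates are printed.

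The values were fitted with limma 3.58.1 in R 4.3.3, with a mean for each group and all 24 arrays in the fit, which leaves 15 residual degrees of freedom (prior degrees of freedom 2.92). Each mutant was compared with wild type in 8 contrasts. The other 5 contrasts were the interactions of gcn5 with mst2, gcn5 with elp3 and mst2 with elp3 (departure of the double mutant from the sum of both single effects on the log2 scale), and the comparison of Δgcn5 Δelp3 and of Δmst2 Δelp3 with Δelp3, which share a date. All tests were two-sided. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 3.25-fold, which is 1.70 on the log2 scale. The methods of the study word their threshold on the log2 scale, and it was read here as a fold, since the tables of the study begin at the log2 of that fold. Of members of a gene list, rose and fell mean an adjusted p under 0.05 over all genes tested, with no fold threshold. The triple mutant has 1 array, whose spread was assumed to be that of the other groups. The simulated data that follow rest on the same assumption and hold no date effect, so they do not test it. In simulated data with added changes, the call found 91.0% of genes changed 4-fold with 3 arrays, 88.1% with 2 arrays and 88.1% with 1 array, and 1.49% of genes changed 2-fold with 3 arrays, a change below the fold threshold. By adjusted p alone it found 86.6% of genes changed 2-fold with 3 arrays, 85.1% with 2 and 67.2% with 1.

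There were 22 gene lists, fixed from textbook knowledge: HAT genes, strain markers, M-cell-specific genes, P-cell-specific genes, pheromone signalling and conjugation, meiosis and sporulation, iron uptake, copper and zinc homeostasis, stress response, glucose-repressed and alternative carbon use, nitrogen response and amino acid transport, phosphate response, histones, SAGA subunits, Elongator subunits, MBF (G1/S) genes, ribosomal proteins, wtf genes, reference genes, genes the study measured by qPCR, subtelomeric genes, and 1 list that is not reported here. The subtelomeric list was planned by distance in base pairs with gene order as the fallback, and the fallback was used, with the 60 protein-coding genes nearest each end of chromosomes I and II, since coordinates of the array's own build were not used here. Each list was tested against the other genes with camera (limma) at its preset inter-gene correlation of 0.01, with adjustment over the 22 lists within a contrast, and again with an estimated correlation and with fry. Members that rose or fell were counted over all genes tested and adjusted over the list alone. The qPCR list was chosen by the study on these samples, so its direction is not independent evidence, and some members of other lists are also among genes the study picked from these arrays.

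Genes were named by a rule: the HAT genes and strain markers, the 6 largest rises and falls among named genes called changed whose mutant values all lay on 1 side of all wild-type values, up to 4 members of each list with the largest change past an adjusted p of 0.05, the qPCR genes, and for the other contrasts the 5 largest values in each direction. The contrasts, thresholds, lists, naming rule and most alternatives were chosen before the data were examined. The alternatives were a fit to the arrays of 1 contrast only, experiment date as a covariate (estimated from Δgcn5 Δmst2, the group on both dates), the replicate number as a block, quantile normalization, median centring, leaving out the dimmest 25% of probe sets, leaving out probe sets that can cross-hybridise, a variance trend with a robust prior, array weights, an unadjusted p, no fold threshold, a 1.7-fold threshold, leaving out each replicate in turn, and leaving out the libraries whose deleted gene stayed at the wild-type level. Added after the data were seen were the removal of a wild-type library as well, the 20 and 40 genes nearest each chromosome end, and fits within a date. The covariance of changes between contrasts was set against 40 simulations of unchanged groups with the same wild-type arrays.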

Results

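The data are transcript levels of fission yeast strains lacking histone acetyltransferases, measured on 24 expression arrays with 4981 features tested. Wild type, Δgcn5, Δmst2, Δelp3, mst1-ts, Δgcn5 Δmst2 and Δmst2 Δelp3 have 3 arrays each, Δgcn5 Δelp3 has 2, and the triple mutant Δgcn5 Δelp3 Δmst2 has 1. The array medians lie between 10.99 and 11.08 log2 units. Correlations between replicates were lowest in Δmst2 (0.918 to 0.967) and Δgcn5 (0.943 to 0.978), and ran from 0.965 to 0.985 in wild type. They ran from 0.986 to 0.993 in Δelp3, 0.981 to 0.993 in mst1-ts, 0.975 to 0.991 in Δgcn5 Δmst2 and 0.986 to 0.993 in Δmst2 Δelp3, with 0.997 between the arrays of Δgcn5 Δelp3. Changes are given as log2 fold change ± standard error, with p from limma adjusted over all genes tested unless said otherwise.

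The transcripts of the deleted genes were low in all mutant libraries but those labelled Δgcn5 replicate 2 and Δmst2 replicate 2. The gcn5 transcript lay at 5.37 and 5.72 in Δgcn5 replicates 1 and 3 but at 10.93 in replicate 2, where wild type had 10.58 to 11.05. The mst2 transcript lay at 5.18 and 5.28 in Δmst2 replicates 1 and 3 but at 10.01 in replicate 2, and at 5.21 in the library labelled Δgcn5 replicate 2. The gcn5 transcript lay at 5.43 in the library labelled Δmst2 replicate 2. The marker genes ura4 and his3, which serve in uracil and histidine synthesis and can be used to replace a deleted gene, split in the same way. The his3 transcript was at 6.18 and 5.94 in Δgcn5 replicates 1 and 3 and 13.69 in replicate 2, and at 13.07 and 13.61 in Δmst2 replicates 1 and 3 and 5.90 in replicate 2. The library labelled wild-type replicate 2 had ura4 at 12.85, against 7.40 and 7.45 in the other wild-type libraries, and mst2 at 8.73 against 9.89 and 10.13. The strain list of the study gives a his3 deletion in the background of Δgcn5 and Δgcn5 Δmst2, and ura4 in place of mst2 in the strains lacking mst2, so changes of these markers there belong to the making of the strains. All libraries stayed in the fit under their labels, and for Δgcn5 and Δmst2 the results without the libraries labelled Δgcn5 replicate 2 and Δmst2 replicate 2 stand beside them. Errors pool the spread of all groups, so genes that split within these labels have wider errors in every contrast. In the triple mutant mei2 was at 12.63 and ste11 at 12.83, above every wild-type library (at most 9.98 and 11.11), and neither passed. Without both libraries 51 features changed in Δelp3 against 45 with all arrays, and 106 against 100 in Δgcn5 Δmst2.

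**Figure D1:**
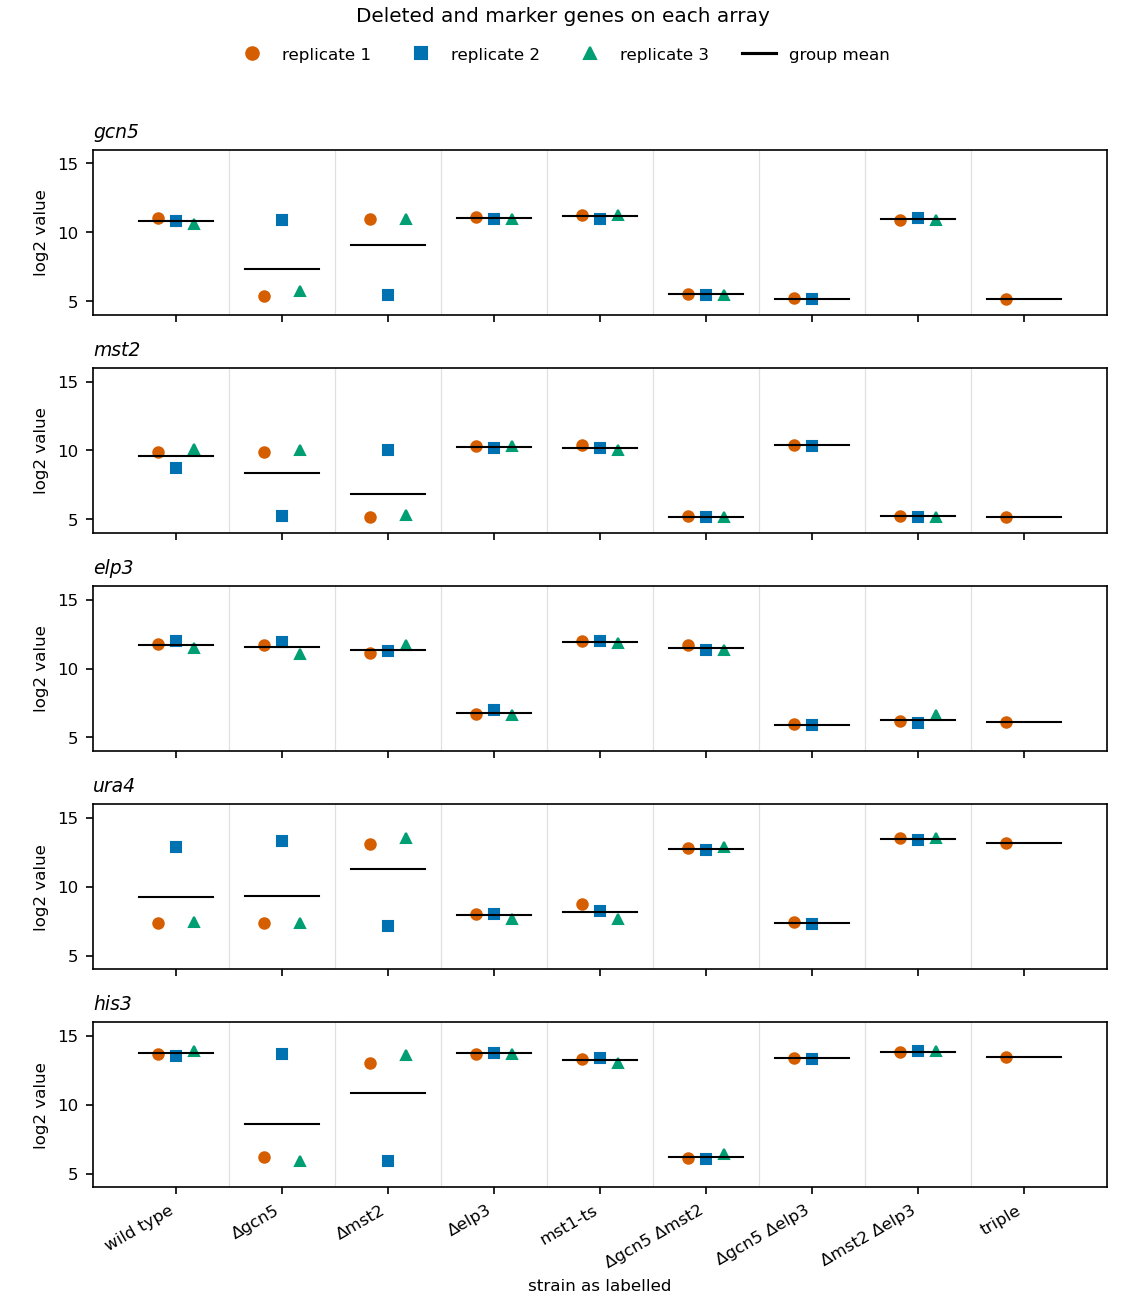
Transcript levels of the deleted genes and strain markers in each library (log2 units), by strain as labelled, with 1 mark per array and a line at the group mean. In the library labelled Δgcn5 replicate 2 the gcn5 transcript is at 10.93, and in the library labelled Δmst2 replicate 2 the mst2 transcript is at 10.01.

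In Δgcn5, genes of mating and of the pheromone response were higher than in wild type once the doubted libraries were left out, and with all arrays no named gene passed the test. The strain list of the study gives Δgcn5 as h- and the wild type named for the arrays as h+. For genes specific to 1 mating type, strain mating type and loss of Gcn5 can therefore not be told apart. With 2 arrays against 3, mfm2, which encodes a precursor of the M-factor pheromone, was higher by 7.31 ± 0.42 (limma adjusted p = 5.2e-09). The other M-factor precursor genes mfm3 (4.79 ± 0.22) and mfm1 (4.46 ± 0.26) rose as well, as did mam2, the receptor for P-factor (3.67 ± 0.22), mam3 (1.81 ± 0.18) and the M-factor transporter gene mam1 (1.58 ± 0.18). In all, 6 of the 7 measured M-cell-specific genes rose, with a list median of 3.67, which the list test called also with an estimated correlation (adjusted p = 0.000696). Of the P-cell-specific genes, map1, a transcription factor of P cells, rose by 2.22 ± 0.33, while the P-factor gene map2 (-0.23 ± 0.22) and the M-factor receptor gene map3 (0.09 ± 0.19) did not pass. Of 15 pheromone signalling genes 9 rose (median 1.24), among them the Ras exchange factor gene ste6 (2.55 ± 0.18), the meiotic regulator mei2 (3.65 ± 0.36), the transcription factor ste11 (2.32 ± 0.36) and rgs1, a regulator of G-protein signalling (2.36 ± 0.28). This list had an adjusted p of 0.00571 with an estimated correlation. Outside these lists the hexose transporter gene ght3 (5.65 ± 0.41), mug14 (4.50 ± 0.40) and tlh2, a helicase gene of the chromosome ends (limma adjusted p = 6.3e-06), were among the largest rises. The largest falls were his3 (-7.67 ± 0.16), which is deleted in this strain, gcn5 itself (-5.27 ± 0.13), the glutathione S-transferase gene gst2 (-2.78 ± 0.27), obr1 (-2.39 ± 0.15) and mug15 (-2.22 ± 0.43). Without the doubted libraries 31 features rose and 22 fell.

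With all 3 arrays of Δgcn5, no feature rose and 5 fell, none of them named, the largest by -4.09 ± 0.49 (limma adjusted p = 5.9e-04) and -3.26 ± 0.49 (limma adjusted p = 0.00493). At the same fold and an unadjusted p of 0.05 limma gave 17 rises and 15 falls. Named genes kept large values with wide errors: his3 -5.12 ± 1.68, gcn5 -3.47 ± 1.22 (limma adjusted p = 0.621), tlh2 3.89 ± 0.96 and mei2 2.57 ± 0.81. The list test called the M-cell-specific genes (median 2.45), pheromone signalling (0.88), wtf genes (0.33), HAT genes (-0.32), meiosis and sporulation (0.10), glucose-repressed genes (0.23), stress response (-0.05) and ribosomal proteins (-0.03), and none of these with an estimated correlation. With an estimated correlation the adjusted p was 0.194 for the M-cell-specific, pheromone, wtf and HAT lists, 0.252 for meiosis, 0.589 for the glucose-repressed list and 0.703 for stress and ribosomal genes. Of the members, 6 of 7 M-cell-specific genes and 8 of 15 pheromone genes rose adjusted over the list alone, against 0 of each over all genes.

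**Figure D2:**
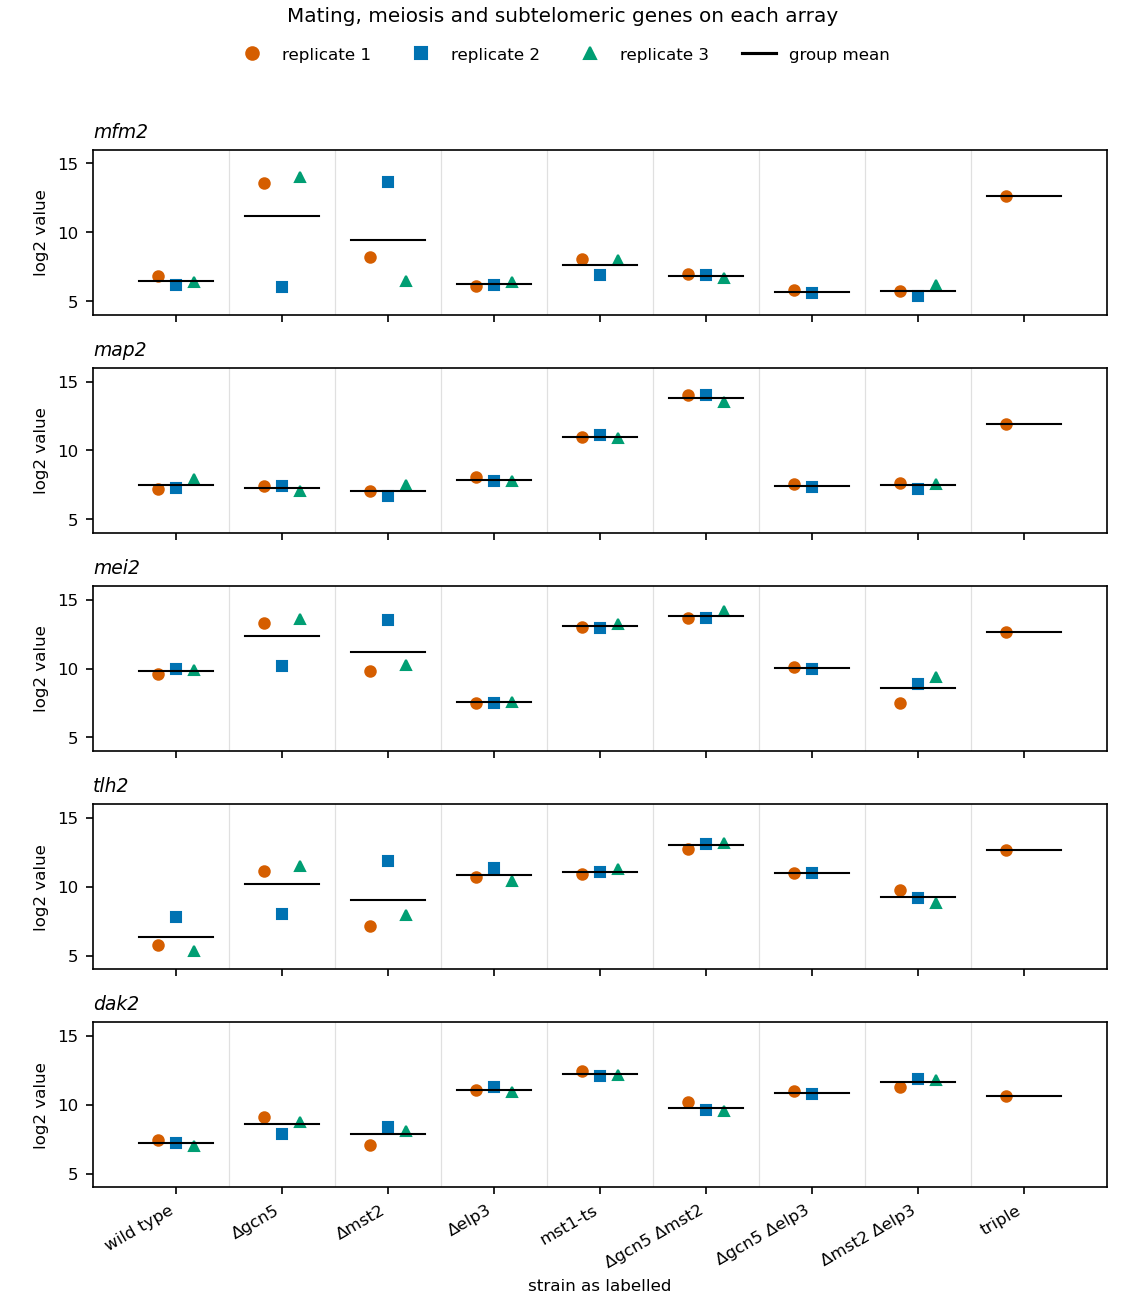
Level of mfm2, map2, mei2, tlh2 and dak2 in each library (log2 units), by strain as labelled, with 1 mark per array and a line at the group mean. The M-factor gene mfm2 is at 13.56 and 14.01 in Δgcn5 replicates 1 and 3 and at 6.05 in the library labelled Δgcn5 replicate 2. In the strain list of the study Δgcn5 is h- and the other strains named for the arrays are h+.

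In Δmst2, few transcripts passed the test. With all 3 arrays the oligopeptide transporter gene isp4 fell by 1.36 ± 0.23 (limma adjusted p = 0.00915) and the flocculin gene pfl8, near a chromosome end, by 1.57 ± 0.31 (limma adjusted p = 0.0430). Without the doubted libraries isp4 was at -1.36 (limma adjusted p = 0.0255) and pfl8 at -1.32, which did not pass (limma adjusted p = 0.0581). Over the alternatives isp4 ran from -1.65 to -0.64 and pfl8 from -1.78 to -0.92, the smallest changes with array weights. Neither passed in a fit to these arrays alone (limma adjusted p = 0.735 for each), nor within 1 experiment date, nor without wild-type replicate 1, wild-type replicate 3 or Δmst2 replicate 1, and pfl8 not without Δmst2 replicate 2 or with quantile normalization (limma adjusted p = 0.0531). At the fold threshold 0 features rose and 4 fell, all unnamed, the largest by -3.77 ± 0.49 and -3.66 ± 0.49, and the probe sets of both also fell in Δgcn5. At the same fold and an unadjusted p of 0.05 limma gave 2 rises and 7 falls. The values of mst2 itself (-2.76 ± 1.08, limma adjusted p = 0.248) and tlh2 (2.69 ± 0.96, limma adjusted p = 0.227) did not pass. The list test called meiosis and sporulation (median 0.15), wtf genes (0.40) and nitrogen response genes (-0.48), each with an adjusted p of 0.383 with an estimated correlation. Adjusted over the list alone 6 of 16 wtf genes rose and 5 of 16 nitrogen response genes fell, against 0 and 1 over all genes. Without the doubted libraries mst2 fell by 4.36 ± 0.26 (limma adjusted p = 5.0e-08), mug5 rose by 1.73 ± 0.34 (limma adjusted p = 0.0255), and 2 features rose and 6 fell. In that fit ura4 was at 4.06 ± 1.03 (limma adjusted p = 0.0581), beside a wild-type library that itself carries ura4. In that library tlh2 was at 7.83, against 5.80 and 5.33 in the other wild-type libraries. Δmst2 replicates 1 and 3 had 7.17 and 7.98. Without that library as well, 5 features rose and 9 fell. Whether it holds RNA of a strain lacking mst2 stays open, and such RNA would make changes in this contrast smaller.

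In Δelp3, genes of meiosis and sporulation were higher. The largest named rises were tlh2 (4.50 ± 0.96), the dihydroxyacetone kinase gene dak2 (3.86 ± 0.31, limma adjusted p = 2.5e-07), the ammonium transporter gene amt3 (2.62 ± 0.24), the copper transporter gene ctr4 (2.22 ± 0.26), the meiotic septin gene spn5 (2.17 ± 0.43) and alr2 (2.08 ± 0.19). The largest named falls were elp3 (-4.98 ± 0.21), the invertase gene inv1 (-2.57 ± 0.79), the siderophore transporter gene str1 (-2.50 ± 0.46) and the hexose transporter genes ght5 (-2.22 ± 0.26) and ght4 (-1.90 ± 0.64). Of 49 meiosis and sporulation genes 28 rose and 1 fell (33 and 1 adjusted over the list alone), with a median of 0.57 (list adjusted p = 1.4e-11, and 0.0329 with an estimated correlation), which was 0.31 with quantile normalization. Examples are spo6, a regulatory subunit of a meiotic kinase (2.05 ± 0.21), the forkhead transcription factor gene mei4 (1.93 ± 0.29) and mde2 (1.76 ± 0.32). The histone list was called lower (median -0.23), with the histone H4 gene hhf1 at -0.63 ± 0.11 and hta2 at -0.42 ± 0.10, and 3 of 11 members fell (5 adjusted over the list alone). Its adjusted p was 0.919 with an estimated correlation, and with experiment date as a covariate its median was 0.03. MBF genes were called lower with 1 of 14 fallen, nrm1 (-0.58 ± 0.20), and 0 adjusted over the list alone (adjusted p = 0.919 with an estimated correlation). Of 112 ribosomal protein genes 5 fell over all genes tested and 0 adjusted over the list alone (adjusted p = 0.946 with an estimated correlation). Of 20 glucose-repressed genes 2 rose and 3 fell, with a median of -0.07, and that list was not called (adjusted p = 0.609, and 0.946 with an estimated correlation). The copper transporter subunit gene ctr5 rose (1.51 ± 0.21), the zinc transporter gene zrt1 fell (-1.33 ± 0.18), and mei2 (-2.27 ± 0.81, limma adjusted p = 0.0544) did not pass. Levels of mei2 were 7.49 to 7.61 in Δelp3 and 9.60 to 9.98 in wild type, without overlap. Its error pools the spread of all groups, with mei2 at 10.21 in the library labelled Δgcn5 replicate 2 and 13.56 in that labelled Δmst2 replicate 2. With experiment date as a covariate mei2 was at -2.75 (limma adjusted p = 0.386). At the fold threshold 33 features rose and 12 fell.

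All arrays of Δelp3 lie on the second experiment date and all wild-type arrays on the first. With date as a covariate, estimated from the group found on both dates, 46 features rose and 5 fell, dak2 and amt3 still passed, and tlh2 (4.24, limma adjusted p = 0.234), inv1 (-2.20, limma adjusted p = 0.490), str1 (-2.22, limma adjusted p = 0.191), ght4 (-1.97, limma adjusted p = 0.444), spn5 (1.75, limma adjusted p = 0.274) and mde2 (1.64, limma adjusted p = 0.169) did not. Nor did hhf1 (-0.56, limma adjusted p = 0.182), hta2 (-0.18, limma adjusted p = 0.663), nrm1 (-0.10, limma adjusted p = 0.924) and the Elongator subunit gene elp2 (0.69, limma adjusted p = 0.333). The meiosis list then had 4 members that rose and a median of 0.43, with an adjusted p of 1.5e-04, and 0.345 with an estimated correlation.

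In mst1-ts, 143 features rose and 8 fell at the fold threshold, where no other mutant had more rises. The direction turned with lower thresholds: 368 rose and 447 fell at 1.7-fold, and 683 rose and 1088 fell with none. The largest named rises were the spore wall gene isp3 (5.36 ± 0.36, limma adjusted p = 2.7e-09), the enolase gene eno102 (5.11 ± 0.27), dak2 (5.02 ± 0.31), the metallothionein gene zym1 (4.85 ± 0.50), tlh2 (4.76 ± 0.96) and ght3 (4.72 ± 1.30). The named falls were vps71, a subunit of a chromatin remodelling complex (-2.18 ± 0.42), and the tRNA methyltransferase gene trm10 (-1.86 ± 0.29). The mst1 transcript itself rose by 1.23 ± 0.17, the leucine synthesis gene leu1 by 0.84 ± 0.13, and the acetyltransferase gene hat1 fell by 1.52 ± 0.22. In the strain list this strain has mst1 deleted and carries mst1 under an nmt promoter in a construct at leu1, so the values of mst1 and leu1 are not separable from the making of the strain. Of 20 glucose-repressed genes 10 rose and none fell (10 adjusted over the list alone), with a median of 1.04, among them the α-galactosidase gene mel1 (4.43 ± 0.18) and fbp1 of gluconeogenesis (4.32 ± 0.20). The adjusted p of that list was 1.4e-07, and 0.157 with an estimated correlation. All 5 P-cell-specific genes rose (5 adjusted over the list alone), with map2 at 3.52 ± 0.21, map1 at 1.98 ± 0.48 and map3 at 1.37 ± 0.17 (list adjusted p = 1.3e-04, and 0.0641 with an estimated correlation). Of 15 pheromone signalling genes 8 rose, with mei2 at 9.51-fold, spk1 at 3.17 ± 0.69 and ste11 at 2.27 ± 0.51 (adjusted p = 0.358 with an estimated correlation). Of 9 iron uptake genes 5 rose, led by the ferric reductase gene frp1 (3.69 ± 0.67) and the siderophore transporter gene str3 (3.48 ± 0.62), with an adjusted p of 0.433 with an estimated correlation. Of 29 stress genes 13 rose and 1 fell (14 and 1 adjusted over the list alone), with caf5 at 3.44 ± 0.45, the cation transporter gene cta3 at 2.36 ± 0.17 and the heat shock gene ssa1 at 2.34 ± 0.58 (adjusted p = 0.248 with an estimated correlation). Copper and zinc genes were called higher, with 2 of 11 risen, zym1 and ctr6 (0.71 ± 0.26), and 1 adjusted over the list alone (adjusted p = 0.157 with an estimated correlation).

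Of 65 measured subtelomeric genes 18 rose and 9 fell in mst1-ts, 18 and 9 also adjusted over the list alone, with a mean of 0.89 and a median of 0.17 (adjusted p = 9.4e-04, and 0.0641 with an estimated correlation). Of 49 meiosis genes 12 rose and 6 fell, with meu10 at 2.05 ± 0.27, meu7 at 1.96 ± 0.35 and the recombinase gene dmc1 at 1.76 ± 0.31. The meiosis median was 0.10 (adjusted p = 0.478 with an estimated correlation), and it turned to -0.21 with quantile normalization. Among the members of uncalled lists, wtf20 (2.28 ± 0.35) rose, while sus1 of the SAGA complex (-1.12 ± 0.31) and the G1/S regulator gene yox1 (-1.33 ± 0.31) fell. The largest changes of features without a name were 6.68 ± 0.40 and -2.66 ± 0.64.

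In Δgcn5 Δmst2, genes of P cells, of pheromone signalling and of the wtf family were higher than in wild type, and 55 features rose while 45 fell. The largest named rises were tlh2 (6.70 ± 0.96), the P-factor gene map2 (6.36 ± 0.21, limma adjusted p = 4.2e-13), ght3 (6.19 ± 1.30), spk1 (4.76 ± 0.69), mug14 (4.72 ± 0.92) and the cell fusion gene dni2 (18.4-fold). The largest named falls were his3 (-7.51 ± 1.68), which is deleted in this strain too, gcn5 (-5.32 ± 1.22), mst2 (-4.41 ± 1.08), mug15 (-3.11 ± 0.74), obr1 (-2.35 ± 0.59) and pfl8 (-2.17 ± 0.31). Of 5 P-cell-specific genes 4 rose (4 adjusted over the list alone), with map1 at 3.11 ± 0.48, map3 at 2.65 ± 0.17 and the agglutinin gene map4 at 2.64 ± 0.15, and the list was called with an adjusted p of 4.1e-08 and of 0.0120 with an estimated correlation. Of 15 pheromone signalling genes 14 rose (14 adjusted over the list alone), with a median of 2.79, among them rgs1 (4.08 ± 0.54), mei2 (4.01 ± 0.81) and the kinase gene shk2 (3.80 ± 0.26). The adjusted p of that list was 4.5e-11, and 0.0934 with an estimated correlation. Of 16 wtf genes, a family of spore killers, 14 rose (16 adjusted over the list alone), with a median of 1.32, wtf20 at 2.77 ± 0.35 and wtf22 at 2.18 ± 0.27 (adjusted p = 0.0574 with an estimated correlation). Only mam3 (1.38 ± 0.38) of the 7 M-cell-specific genes rose.

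Of 49 meiosis genes 15 rose and 1 fell in Δgcn5 Δmst2 (17 and 1 adjusted over the list alone), with the septin gene spn6 at 3.84 ± 0.63 and tht1 of nuclear fusion at 2.23 ± 0.20 (adjusted p = 0.169 with an estimated correlation). Of 20 glucose-repressed genes 6 rose and 3 fell (8 and 3 adjusted over the list alone), with fbp1 at 3.67 ± 0.20, ght4 at 2.63 ± 0.64 and dak2 at 2.56 ± 0.31 (adjusted p = 0.648 with an estimated correlation). Of 112 ribosomal protein genes 10 fell (1 adjusted over the list alone), with rpl1603 at -1.27 ± 0.16 and rpl102 at -0.76 ± 0.19 (adjusted p = 0.648 with an estimated correlation). The HAT list was called lower through the deleted genes and rtt109 (-0.85 ± 0.28), with an adjusted p of 0.197 with an estimated correlation. Among members of uncalled lists, cdc22 of ribonucleotide reductase (1.25 ± 0.34) and the replication gene cdc18 (1.08 ± 0.29) rose, and ctr4 (-1.20 ± 0.26) and the sulfiredoxin gene srx1 (-1.80 ± 0.42) fell.

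In Δgcn5 Δelp3, with 2 arrays, meiosis genes were higher, and 39 features rose while 23 fell. The largest named rises were tlh2 (4.68 ± 1.07), dak2 (3.64 ± 0.35, limma adjusted p = 3.3e-06), alr2 (3.05 ± 0.22), the transcription factor gene grt1 (2.81 ± 0.39), amt3 (2.76 ± 0.27) and spn6 (2.74 ± 0.71). The largest named falls were elp3 (-5.81 ± 0.24), gcn5 (-5.62 ± 1.36), mug15 (-3.46 ± 0.83), srx1 (-2.04 ± 0.47), zym1 (-1.99 ± 0.56) and the iron permease gene fip1 (-1.98 ± 0.57). Of 49 meiosis genes 32 rose and none fell (35 adjusted over the list alone), with a median of 0.79 (0.52 with quantile normalization), among them mcp3 (2.62 ± 0.26), spn5 (2.58 ± 0.48) and spo6 (2.46 ± 0.24). That list was called with an adjusted p of 7.3e-15 and of 0.0114 with an estimated correlation. MBF genes were called lower, with 1 of 14 risen and 2 fallen (1 and 5 adjusted over the list alone), the kinase gene mik1 at -1.51 ± 0.35 and the licensing gene cdt1 at -0.98 ± 0.29 (adjusted p = 0.760 with an estimated correlation). Of 112 ribosomal protein genes 9 fell (1 adjusted over the list alone), with rpl1603 at -0.57 ± 0.18 (adjusted p = 0.760 with an estimated correlation). The HAT list was called lower with 2 of 6 fallen, elp3 and gcn5, and 3 adjusted over the list alone (adjusted p = 0.308 with an estimated correlation). With date as a covariate 39 features rose and 4 fell. There gcn5 (-5.60 ± 2.35, limma adjusted p = 0.248), tlh2 (4.42 ± 1.85, limma adjusted p = 0.246), spn6 (2.88 ± 1.22, limma adjusted p = 0.255) and mug15 (-3.52 ± 1.43, limma adjusted p = 0.230) no longer passed. The values of these genes moved little while their errors grew, so missing the test there does not show that date made the changes. Also short of the test in that fit were srx1 (-1.92, limma adjusted p = 0.255), zym1 (-2.71, limma adjusted p = 0.155), fip1 (-1.17, limma adjusted p = 0.602), spn5 (2.16, limma adjusted p = 0.187), mik1 (-1.18, limma adjusted p = 0.355), cdt1 (-1.22, limma adjusted p = 0.231) and rpl1603 (-0.61, limma adjusted p = 0.346). The meiosis list then had 9 members that rose, a median of 0.51 and an adjusted p of 9.6e-09, with 0.0727 with an estimated correlation.

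In Δmst2 Δelp3, meiosis genes were higher, and 29 features rose while 25 fell. The largest named rises were dak2 (4.40 ± 0.31, limma adjusted p = 6.0e-08), tlh2 (2.92 ± 0.96), ctr4 (2.88 ± 0.26), amt3 (2.32 ± 0.24), mug131 (2.19 ± 0.26) and alr2 (2.16 ± 0.19). The largest named falls were elp3 (-5.45 ± 0.21), mst2 (-4.37 ± 1.08), the galactose genes gal7 (-3.62 ± 0.54) and gal1 (-3.36 ± 0.74), mug15 (-2.58 ± 0.74) and str1 (-2.44 ± 0.46). Of 49 meiosis genes 23 rose and none fell (27 adjusted over the list alone), with a median of 0.59 (0.45 with quantile normalization), among them spo6 (2.03 ± 0.21), mde2 (2.00 ± 0.32) and mug97 (1.84 ± 0.18). That list was called with an adjusted p of 1.1e-10 and of 0.0449 with an estimated correlation. Of 20 glucose-repressed genes 1 rose and 7 fell (1 and 8 adjusted over the list alone), with a median of -0.75 and ght5 at -2.40 ± 0.26, and the list was called lower (adjusted p = 0.833 with an estimated correlation). Of 11 histone genes 4 fell (1 rose and 5 fell adjusted over the list alone), with hhf1 at -0.79 ± 0.11 and hhf3 at -0.61 ± 0.18, and of 112 ribosomal protein genes 19 fell (12 adjusted over the list alone), with rps1401 at -0.91 ± 0.16. Both lists had an adjusted p of 0.833 with an estimated correlation. The HAT list was called lower with elp3 and mst2 fallen (adjusted p = 0.183 with an estimated correlation). With date as a covariate 32 features rose and 5 fell, the meiosis list had 4 members that rose and a median of 0.43 (adjusted p = 3.4e-04, and 0.369 with an estimated correlation), and the glucose-repressed list (adjusted p = 0.10) and histones (adjusted p = 0.565) were no longer called. In that fit gal7 was at -3.90 (limma adjusted p = 0.0531) and tlh2 at 2.66 (limma adjusted p = 0.463). Also short of the test there were mst2 (-4.35, limma adjusted p = 0.285), gal1 (-3.38, limma adjusted p = 0.214), mug15 (-2.64, limma adjusted p = 0.344), str1 (-2.16, limma adjusted p = 0.195), mug131 (limma adjusted p = 0.0708), mde2 (1.88, limma adjusted p = 0.103), hhf1 (-0.71, limma adjusted p = 0.0833), hhf3 (-0.57, limma adjusted p = 0.390) and rps1401 (-0.95, limma adjusted p = 0.0925).

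In the triple mutant, with 1 array whose spread is assumed to be that of the other groups, iron uptake, wtf, P-cell and meiosis genes were higher, and 67 features rose while 33 fell. The largest named rises were str3 (7.18 ± 0.87, limma adjusted p = 5.2e-05), tlh2 (6.37 ± 1.36), map2 (4.47 ± 0.30), frp1 (4.31 ± 0.95), cta3 (3.64 ± 0.24) and spn6 (3.56 ± 0.90). The largest named falls were gcn5 (-5.66 ± 1.72), elp3 (-5.64 ± 0.30), mug15 (-3.73 ± 1.05), the peroxisomal import gene pex7 (-3.16 ± 0.24), the glutathione transporter gene pgt1 (-2.53 ± 0.60) and mug72 (-2.08 ± 0.45). The deleted gene mst2 was at -4.41 ± 1.53 (limma adjusted p = 0.0707). Of 9 iron uptake genes 5 rose (8 adjusted over the list alone), with a median of 1.61, among them the iron oxidase gene fio1 (3.06 ± 0.81) and sib2 of siderophore synthesis (1.39 ± 0.37), with an adjusted p of 3.0e-06 and of 0.145 with an estimated correlation. Of 16 wtf genes 10 rose (14 adjusted over the list alone), with a median of 1.04 and wtf20 at 2.72 ± 0.49 (adjusted p = 0.0939 with an estimated correlation). Of 5 P-cell-specific genes 3 rose (3 adjusted over the list alone), with map1 at 2.34 ± 0.67 and map3 at 1.74 ± 0.23 (adjusted p = 0.0545 with an estimated correlation). Of 49 meiosis genes 18 rose and 2 fell (24 and 2 adjusted over the list alone), with a median of 0.61 (0.36 with quantile normalization), meu14 at 2.67 ± 0.31 and dmc1 at 2.33 ± 0.44 (adjusted p = 2.4e-12, and 0.0253 with an estimated correlation). Of 15 pheromone signalling genes 2 rose (10 adjusted over the list alone), the Ras exchange factor gene ste6 (2.67 ± 0.74) and cfr1 (0.89 ± 0.24), with an adjusted p of 0.335 with an estimated correlation. Of 29 stress genes 2 rose, cta3 and the trehalase gene ntp1 (1.46 ± 0.41), with an adjusted p of 0.542 with an estimated correlation. Of 112 ribosomal protein genes 3 fell (2 adjusted over the list alone, adjusted p = 0.593 with an estimated correlation), and of 6 HAT genes 2 fell (3 adjusted over the list alone, adjusted p = 0.0545 with an estimated correlation). With date as a covariate 53 features rose and 6 fell, and the meiosis list had 9 members that rose and a median of 0.46, with an adjusted p of 3.1e-06, and 0.0845 with an estimated correlation. In that fit 1 iron uptake gene, 3 wtf genes, 2 P-cell-specific genes, 0 pheromone signalling genes and 1 stress gene rose. The limma adjusted p of genes named above that no longer passed was 0.169 for frp1 (3.77), 0.154 for fio1 (3.37), 0.0761 for sib2 (1.83), 0.119 for tlh2 (6.11), 0.156 for spn6 (3.70), 0.273 for gcn5 (-5.64), 0.217 for mug15 (-3.80), 0.191 for pgt1 (-2.29), 0.446 for mug72 (-0.89), 0.0521 for wtf20 (2.77), 0.217 for map1 (2.44), 0.106 for dmc1 (2.01), 0.289 for ste6 (2.37), 0.177 for cfr1 (0.95) and 0.211 for ntp1 (1.52).

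**Figure D3:**
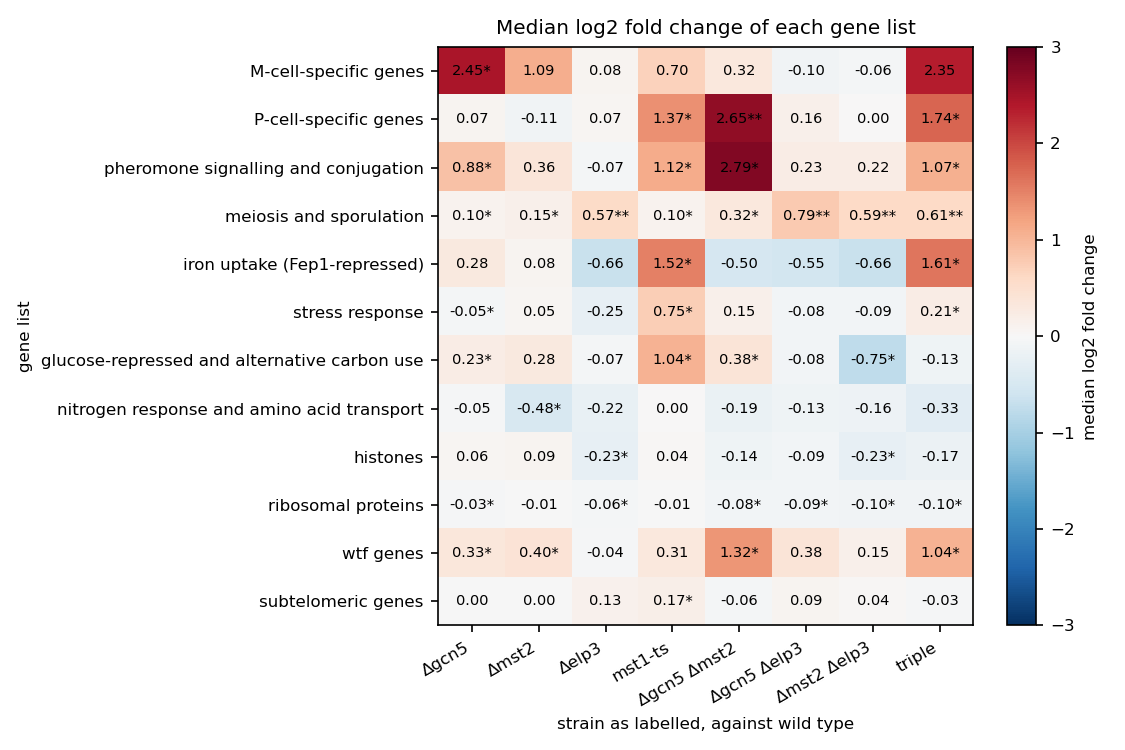
Median log2 fold change of 12 gene lists (vertical) in each mutant against wild type (horizontal), with 1 star for lists called by the list test and 2 stars for those called also with an estimated correlation. The meiosis list is highest in Δgcn5 Δelp3 (0.79), and the pheromone list is highest in Δgcn5 Δmst2 (2.79).

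Across the 8 mutants the list test called 47 of 176 lists, and 5 with an estimated correlation. The strain markers, phosphate response, SAGA, Elongator, reference and qPCR lists were called in no mutant. Their lowest adjusted p was 0.322 for strain markers (Δmst2), 0.135 for phosphate response (mst1-ts), 0.0535 for SAGA (triple mutant), 0.185 for Elongator (Δmst2), 0.282 for reference genes (Δmst2) and 0.0572 for the qPCR genes (mst1-ts). The subunit gene elp2 rose in Δelp3 (0.89 ± 0.19), and the reference genes pgk1 (-0.20 ± 0.08) and pda1 (-0.02 ± 0.11) did not pass there. The tlh2 probe set used is 1 of 4 for that gene, whose sequence has relatives at several chromosome ends, so its values are uncertain as to the copy measured. In Δgcn5 Δmst2 the probe set used was at 13.02, against 6.32 in wild type. The others were at 12.57 against 5.94, at 9.64 against 5.46, and at 5.04 against 5.06, and the last of these lay between 5.01 and 5.34 in every group. In Δgcn5 they were at 9.21, 6.66 and 5.05, with 10.21 for the probe set used.

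The departure of Δgcn5 Δmst2 from the sum of both single effects was positive for 20 features and negative for 6. Of the 20 above the sum 13 are named, the largest being map2 (6.93 ± 0.30, limma adjusted p = 4.0e-11), shk2 (3.69 ± 0.37), the glycerol dehydrogenase gene gld1 (3.24 ± 0.57), dni2 (2.93 ± 0.62) and map4 (2.80 ± 0.21), and the 1 named feature below it was the kinetochore gene mis14 (-1.75 ± 0.39). Both map2 and map4 are P-cell-specific, and for them a difference in mating type between Δgcn5 (h-) and the other strains (h+) stays open. For Δgcn5 Δelp3, 6 features lay above the sum and 4 below, none of them named. For Δmst2 Δelp3, 5 lay above, among them ctr4 (1.88 ± 0.37), and 12 below, among them gal7 (-4.33 ± 0.76). Over the alternatives map2, shk2, map4 and gal7 passed throughout where they were tested, while the highest limma adjusted p was 0.130 for gld1 (2.66 to 5.08), 0.231 for dni2 (2.30 to 3.46), 0.222 for mis14 and 0.141 for ctr4 (1.69 to 2.19). The single mutants in these sums include the doubted libraries, and without those the counts are 26 and 20, 14 and 21, and 5 and 13.

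Against Δelp3, which shares their date, the double mutants lacking elp3 differed in few genes. In Δgcn5 Δelp3, 7 features rose and 7 fell, among them gcn5 (-5.82 ± 1.36) and frg1 (-1.75 ± 0.24, limma adjusted p = 3.7e-04), and without the doubted libraries 13 rose and 15 fell. In Δmst2 Δelp3, 4 rose and 21 fell, among them the heat shock gene hsp16 (2.10 ± 0.48) upwards and mst2 (-5.05 ± 1.08), gal7 (-3.60 ± 0.54, limma adjusted p = 6.97e-04) and grt1 (-1.74 ± 0.35) downwards. Over the alternatives frg1 and gal7 kept a limma adjusted p under 0.05, though frg1 (-1.90 to -1.63) fell short of the fold threshold at its smallest. The highest limma adjusted p was 0.397 for gcn5, 0.217 for hsp16, 0.131 for mst2 and 0.0974 for grt1.

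The triple mutant shared 34 changed features with mst1-ts, 32 higher and 2 lower in both, with 2 in opposite directions. The shared named genes include zym1, cta3, dak2, str3, frp1, tlh2, map1, map2, dmc1 and wtf20, all higher in both. Independent calls would share 1.92 higher and 0.0530 lower features. The covariance of the log2 changes of both mutants was 0.189, against a mean of 0.0285 in 40 simulations of unchanged groups with the same wild-type arrays. Those simulations account for the shared wild-type arrays alone. The study proposes that general cellular stress may lie behind this overlap, and the simulations do not bear on that. When date was a covariate 18 were shared. Of the double mutants, Δgcn5 Δelp3 and Δmst2 Δelp3 shared 24 (13 higher, 11 lower), among them amt3, ctr4, spo6, alr2 and mug97 higher and str1, isp4 and mug15 lower. Δgcn5 Δelp3 and Δgcn5 Δmst2 shared 12, among them spn6 higher and srx1 and pgt1 lower, and Δgcn5 Δmst2 and Δmst2 Δelp3 shared 12, among them mug15 lower, with 4 in opposite directions in either pair. The counts include the gene deleted in both strains of a pair, which was elp3, gcn5 and mst2 in turn. Both strains of the first pair also lie on the second date, and wild type on the first. The covariances of these pairs were 0.198, 0.0934 and 0.0335, against simulated means of 0.0286, 0.0286 and 0.0283. Under the date covariate the counts were 21, 1 and 2. In all 3 double mutants dak2 and tlh2 rose and mug15 fell, though with that covariate tlh2 and mug15 passed in neither double mutant lacking elp3.

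**Figure D4:**
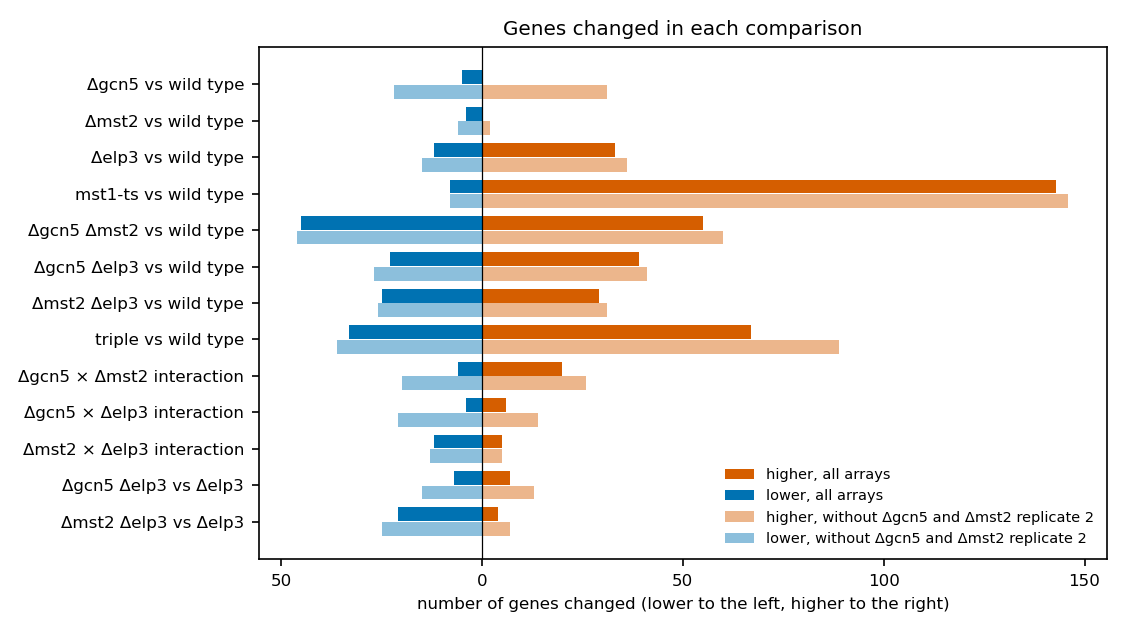
Number of features called changed in each comparison (horizontal), higher to the right and lower to the left, for all arrays and without the doubted libraries. In Δgcn5 the numbers are 0 and 5 with all arrays and 31 and 22 without those libraries.

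Of the genes that fell in Δgcn5 Δmst2, 12 of 45 had a position in the annotation, and 4 of these were subtelomeric, aes1, aat1, the flocculin gene pfl8 and the glutathione transporter gene pgt1, where 65 of 2896 positioned genes are. That count rests on 60 genes per chromosome end, and with 40 and 20, chosen after the data were seen, it was 3 and 0. Of the genes that rose there, 36 of 55 had a position and 7 of these were subtelomeric, and in mst1-ts 51 of 143 and 14. Of the subtelomeric list 10 rose and 13 fell in Δgcn5 Δmst2, with a median of -0.06, and the list was not called (adjusted p = 0.540). Between 25% and 43.5% of the falls had a position in the mutants with any, and 0 of 5 in Δgcn5 and 0 of 4 in Δmst2. No test of their place on the chromosome is given, since most falls have no position. Of the 240 genes of the subtelomeric list 65 were measured under a symbol, so the counts leave out unnamed genes near the ends. The study reports that most of the few genes lower in Δgcn5 and Δmst2 lie near an end of chromosome I or II. Among positioned genes the counts do not set falls apart from rises, and for the unnamed falls they cannot decide this.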

Values the study reported

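For cells lacking gcn5, the study listed log2 ratios to wild type of -5.12 for his3, 4.73 for mfm2 and 3.89 for the helicase gene tlh2, given there by its systematic name. For cells lacking mst2, it listed 2.08 for the same helicase gene. By the deposited levels that value comes from another probe set of the gene than the values listed for cells lacking gcn5 or elp3, so they are not like measures. For cells lacking elp3, it listed 4.50 for that gene, 3.86 for dak2 and 2.22 for ctr4.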

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

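The tests on the doubted libraries, on wild-type replicate 2 and on the mating genes were all chosen after the results were seen, while the splits of the arrays were planned before. The interaction tests passed for 26 features for gcn5 with mst2, 10 for gcn5 with elp3 and 17 for mst2 with elp3, and without the libraries that keep their deleted gene for 46, 35 and 18. For gcn5 with mst2, 11 of 100 splits gave as many features, the highest other split giving 156, and for mst2 with elp3 7 of 100, the highest giving 497. These splits do not exclude chance for the counts, but they mix strains that differ, and splits with several times the real count point to a structure of the samples. They do not bear on single genes: over the alternatives run, the interaction ran from 6.44 to 7.14 for map2 (highest limma adjusted p 6.3e-06) and from -4.73 to -3.40 for gal7 (highest limma adjusted p 0.0330). For map2 and map4, which are P-cell-specific genes, a difference in mating type between Δgcn5 and the other strains stays open. For gcn5 with elp3 no splits were made, since Δgcn5 Δelp3 has 2 arrays.

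Signal appeared in control probe sets outside the main measurement. The 3 control probe sets for ura4 were higher in wild-type replicate 2 than in the other wild-type libraries by 5.55, 5.58 and 5.32 log2 units. The mst2 transcript in that library lay below the other wild-type libraries, at -1.28, which argues against an unmixed wild-type strain carrying ura4. It lay 3.50 above Δmst2 replicates 1 and 3, which argues against an unmixed library of a strain without mst2. A mixture with RNA of a strain whose mst2 is replaced by ura4 stays open. Over all other features the library lay at 0.143 of the way from wild-type replicates 1 and 3 to Δmst2 replicates 1 and 3. The bounds set for that test left this undecided. Wild-type replicates 1 and 3 lay at 0.687 and 0.212, each on its own line that starts at the other of them. Those values are thus not positions on the first line. If wild-type replicate 2 were such a mixture, the share would be 61.2% from mst2 and 64.8% to 72.5% from ura4 probe sets. No biological explanation was tested.

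The libraries labelled Δgcn5 replicate 2 and Δmst2 replicate 2 each keep the gene that their label deletes. A mixture of both strains in each is argued against, since the larger difference of the other strain's deleted gene from the level in that strain's own replicates was -0.0153 log2 units. An exchange of the libraries was tested over all features but the deleted genes and markers. On the line from Δgcn5 replicates 1 and 3 to Δmst2 replicates 1 and 3, Δgcn5 replicate 2 lay at 0.593 and Δmst2 replicate 2 at 0.179. The bounds left this undecided. On other lines, each drawn without the replicate placed, Δgcn5 replicates 1 and 3 lay at 0.257 and 0.0888. Δmst2 replicates 1 and 3 lay at 1.26 and 0.527 on such lines, so these values are not positions on the first line. A further test, added after the undecided outcome with the earlier bounds kept, took his3, ura4 and the M-cell-specific genes. In it 18 of 18 values lay nearer the other label, as an exchange requires. Since his3, ura4 and mfm2 had already been seen to split by library, this count repeats that pattern and is not independent evidence. Over all features, correlations do not single out Δmst2 for Δgcn5 replicate 2. They were 0.992 with wild-type replicate 2 and with Δmst2 replicate 3, 0.981 with wild-type replicate 1 and 0.941 with Δmst2 replicate 1. With Δgcn5 replicates 1 and 3, which share its label, they were 0.966 and 0.943. Wild-type replicate 2 is itself doubted, so its value does not weigh against an exchange. Δmst2 replicate 2 was closest to Δgcn5 replicates 1 and 3 (0.980 with each). The deleted genes and markers argue against both labels. In the library labelled Δgcn5 replicate 2, gcn5 was at 10.93, his3 at 13.69, mst2 at 5.21 and ura4 at 13.30. In that labelled Δmst2 replicate 2 they were at 5.43, 5.90, 10.01 and 7.18. For these genes each library has the pattern of the other label's replicates 1 and 3. No biological explanation was tested.

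The M-cell-specific genes were high in Δgcn5 replicates 1 and 3, with a median change of 3.67. The strain list of the study gives Δgcn5 as h- and the other strains named for the arrays as h+, so mating type and an effect of losing Gcn5 in an h- strain cannot be told apart here. The M-cell-specific median was -0.0840 in Δgcn5 Δelp3 against Δelp3 and 0.32 in Δgcn5 Δmst2 against wild type, both h+, where their mating type alone could keep these genes low. The gene mam2 was not low in the h+ double mutants lacking elp3, at 9.97 and 9.87 in Δgcn5 Δelp3 and 9.34 to 9.85 in Δmst2 Δelp3. It was at 9.27 to 9.97 in Δelp3 and 7.75 to 7.79 in wild type, so the comparison with Δelp3 does not show it. The M-cell-specific median in Δelp3 against wild type was 0.08. The P-cell-specific median was 0.17 in Δgcn5, in which map1 rose by 2.22, and 2.65 in Δgcn5 Δmst2, and neither value separates the explanations. In the triple mutant, also h+ and with 1 array, the M-cell-specific median was 2.35 and the P-cell-specific median 1.74. Its levels of mfm1, mfm2 and mfm3 were 9.16, 12.60 and 9.52, where wild type had at most 6.47, 6.84 and 7.42. The mam1 level of 9.70 lay within the 9.17 to 9.82 of wild type. How M-cell-specific genes came to be high in this h+ strain stays open.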

How the results depend on the processing

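Leaving out the 3 doubted libraries together, the fits within 1 date and the 20 and 40 genes nearest each end were chosen after the data were seen, and the other alternatives before. The planned distances of 50 and 100 kb were not run. With the replicate number as a block, which 21 of 63 same-number correlations over 0.1 (-0.70 to 0.56) do not bear out as a pairing over all groups, the counts were 5, 4, 44, 151, 100, 60, 52 and 92 for Δgcn5, Δmst2, Δelp3, mst1-ts, Δgcn5 Δmst2, Δgcn5 Δelp3, Δmst2 Δelp3 and the triple mutant, 26, 10 and 18 for the interactions, 13 and 24 against Δelp3, 45 lists, 4 subtelomeric falls and 31, 12, 23 and 12 shared calls. Some groups did run together by number, with every same-number correlation over 0.1. These were wild type with Δgcn5 (0.26 to 0.46), wild type with Δmst2 (0.14 to 0.54) and mst1-ts with Δgcn5 Δmst2 (0.40 to 0.56). Quantile normalization, median centring, leaving out cross-hybridising probe sets and a variance trend with a robust prior kept all counts within 1.5 times. Array weights did not fully converge. Where a count moved, the cause was not tested, apart from thresholds and filters, which by construction pass more or fewer features.

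A fit to the arrays of each contrast alone gave 0 for Δgcn5, 0 for Δmst2, 56 for the triple mutant, 8 for gcn5 with mst2, 27 for Δgcn5 Δelp3 against Δelp3, and 17 shared by mst1-ts and the triple mutant. The date covariate gave the triple mutant 59, and shared calls were 18 (mst1-ts and triple), 1 (Δgcn5 Δelp3 and Δgcn5 Δmst2) and 2 (Δgcn5 Δmst2 and Δmst2 Δelp3). Within 1 date there were 3 for Δgcn5, 9 for gcn5 with mst2 and 28 for Δgcn5 Δelp3 against Δelp3. Without the dimmest 25% of probe sets the counts were 0, 0, 12, 42, 47, 15, 19 and 22 for the mutants in the order above, 12, 0 and 1 for the interactions, 2 and 1 against Δelp3, and 7, 5, 7 and 3 shared. Array weights gave 66 for Δgcn5, 11 for Δmst2, 75 for Δelp3, 87, 57 and 32 for the interactions, 29 for Δgcn5 Δelp3 against Δelp3 and 2 subtelomeric falls. An unadjusted p gave 32 for Δgcn5, 9 for Δmst2, 44, 22 and 31 for the interactions and 26 for Δgcn5 Δelp3 against Δelp3. With no fold threshold the counts were 8 for Δmst2, 1069 for Δelp3, 1771 for mst1-ts, 1238 for Δgcn5 Δmst2, 1070 for Δgcn5 Δelp3, 1089 for Δmst2 Δelp3, 586 for the triple mutant, 69 and 17 for gcn5 with mst2 and with elp3, 55 and 38 against Δelp3, 13 subtelomeric falls and 233, 250, 623 and 192 shared. At 1.7-fold they were 8, 399, 815, 511, 492, 405 and 411 for the same mutants, 64 and 17 for the same interactions, 44 for Δgcn5 Δelp3 against Δelp3, 10 subtelomeric falls and 121, 83, 217 and 58 shared.

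Without the libraries keeping their deleted gene the counts were 53 for Δgcn5, 8 for Δmst2, 46 for gcn5 with mst2, 35 for gcn5 with elp3 and 28 for Δgcn5 Δelp3 against Δelp3, and without wild-type replicate 2 as well 51, 14, 40, 33 and 29. Lists called with an estimated correlation numbered 5, and subtelomeric falls with 20 genes per end 0. Leaving out 1 library at a time gave 1 to 42 for Δgcn5, 3 to 9 for Δmst2, 37 to 52 for Δelp3, 142 to 170 for mst1-ts, 95 to 117 for Δgcn5 Δmst2, 47 to 64 for Δgcn5 Δelp3, 43 to 60 for Δmst2 Δelp3 and 83 to 108 for the triple mutant. It gave 19 to 48, 10 to 13 and 14 to 21 for the interactions, 7 to 15 and 18 to 26 against Δelp3, 38 to 55 lists, 3 to 4 subtelomeric falls, and 27 to 37, 4 to 14, 17 to 26 and 10 to 14 shared.

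For named genes, 5989 of 6937 values kept direction and side of the threshold, 811 fell short of it, 79 newly passed and 58 reversed, 55 of these in genes past the threshold in neither fit. The exceptions were ura4 in Δgcn5 with array weights (-4.18), ura4 in mst1-ts without the 3 doubted libraries (0.77) and spt7 in Δmst2 Δelp3 with date (-0.0257). Array weights also reversed mst2 (0.67 in Δgcn5), gcn5 (0.0598 in Δmst2) and mst1 (-0.24 in Δgcn5 Δmst2, -0.11 in Δmst2 Δelp3, -0.0553 in the triple mutant). Leaving out the libraries that keep their deleted gene reversed mst2 (0.37) and ura4 (-1.87) in Δgcn5 and gcn5 (0.13) in Δmst2, and without wild-type replicate 2 as well ura4 (-0.0633 in Δgcn5, 0.50 in Δelp3), pgk1 (0.00169 in Δgcn5), gcn5 (0.13 in Δmst2) and his3 (-0.0700 in Δelp3). Date reversed mst1 (-0.0696 in Δelp3, -0.00996 in Δgcn5 Δelp3, -0.16 in Δmst2 Δelp3, -0.10 in the triple mutant), his3 (-0.31 in Δelp3, -0.18 in Δmst2 Δelp3), pda1 (0.0612 in Δelp3), and mei2 (-0.25) and pgk1 (0.00717) in Δgcn5 Δelp3. Median centring reversed pgk1 (0.00304 in Δgcn5, -0.00729 in Δgcn5 Δmst2), his3 (-0.00605 in Δelp3) and mst1 (-0.00537 in Δmst2 Δelp3), quantile normalization his3 (-0.0128 in Δelp3), pgk1 (0.00541 in Δgcn5 Δelp3) and mst1 (-0.0171 in Δmst2 Δelp3), and the replicate block mst1 (-0.0386 in the triple mutant).

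Leaving out 1 library at a time reversed 25 values. The ranges in Δgcn5 were -0.35 to 0.10 for elp3, -2.02 to 0.37 for mst2, -0.31 to 0.0102 for mst1, -1.87 to 1.92 for ura4 and -0.0250 to 0.0162 for pgk1. In Δmst2 they were -2.62 to 0.13 for gcn5 and -0.0837 to 1.21 for zym1, and in Δelp3 -0.0476 to 0.23 for mst1, -2.23 to 0.50 for ura4, -0.0700 to 0.0999 for his3 and -0.0539 to 0.0120 for pda1. For ura4 in mst1-ts the range was -1.96 to 0.77. In Δgcn5 Δmst2 mst1 ran from -0.0737 to 0.21 and pgk1 from -0.00768 to 0.0351, in Δmst2 Δelp3 mst1 from -0.14 to 0.11 and pda1 from -0.0289 to 0.0792, and in the triple mutant mst1 from -0.0798 to 0.16 and leu1 from -0.0694 to 0.0899.

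The splits of 3 arrays against 3 are too few for a share under 0.05. The real count and highest other were 5 and 19 for Δgcn5 (2 of 10 splits as high), 4 and 5 for Δmst2 (2), 45 and 0 for Δelp3 (1), 151 and 0 for mst1-ts (1), 100 and 0 for Δgcn5 Δmst2 (1), 54 and 0 for Δmst2 Δelp3 (1), and 25 and 1 for Δmst2 Δelp3 against Δelp3 (1).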

Other observations

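The counts of genes seen in double but not single mutants were compiled after the results were seen. Of the features changed in Δgcn5 Δmst2, 95 of 100 were changed in neither single mutant, as were 34 of 62 in Δgcn5 Δelp3 and 29 of 54 in Δmst2 Δelp3. The single mutants in this count include the libraries that keep their deleted gene, and without those libraries the counts were 66 of 106, 32 of 68 and 26 of 57. Wild-type levels of tlh2 differed between libraries, at 5.80, 7.83 and 5.33 log2 units, the highest in replicate 2.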
